# Transcriptional profiling of fetal hypothalamic TRH neurons

**DOI:** 10.1186/1471-2164-12-222

**Published:** 2011-05-10

**Authors:** Magdalena Guerra-Crespo, Carlos Pérez-Monter, Sarath Chandra Janga, Santiago Castillo-Ramírez, Rosa María Gutiérrez-Rios, Patricia Joseph-Bravo, Leonor Pérez-Martínez, Jean-Louis Charli

## Abstract

**Background:**

During murine hypothalamic development, different neuroendocrine cell phenotypes are generated in overlapping periods; this suggests that cell-type specific developmental programs operate to achieve complete maturation. A balance between programs that include cell proliferation, cell cycle withdrawal as well as epigenetic regulation of gene expression characterizes neurogenesis. Thyrotropin releasing hormone (TRH) is a peptide that regulates energy homeostasis and autonomic responses. To better understand the molecular mechanisms underlying TRH neuron development, we performed a genome wide study of its transcriptome during fetal hypothalamic development.

**Results:**

In primary cultures, TRH cells constitute 2% of the total fetal hypothalamic cell population. To purify these cells, we took advantage of the fact that the segment spanning -774 to +84 bp of the *Trh *gene regulatory region confers specific expression of the green fluorescent protein (GFP) in the TRH cells. Transfected TRH cells were purified by fluorescence activated cell sorting, various cell preparations pooled, and their transcriptome compared to that of GFP- hypothalamic cells. TRH cells undergoing the terminal phase of differentiation, expressed genes implicated in protein biosynthesis, intracellular signaling and transcriptional control. Among the transcription-associated transcripts, we identified the transcription factors Klf4, Klf10 and Atf3, which were previously uncharacterized within the hypothalamus.

**Conclusion:**

To our knowledge, this is one of the first reports identifying transcripts with a potentially important role during the development of a specific hypothalamic neuronal phenotype. This genome-scale study forms a rational foundation for identifying genes that might participate in the development and function of hypothalamic TRH neurons.

## Background

The hypothalamus mediates homeostasis by integrating various endocrine and autonomic responses. Distinct nuclei of the hypothalamus regulate sleep, circadian rhythm, energy homeostasis, sexual behaviors and thermogenesis. Despite extensive studies on the physiological and clinical aspects of hypothalamic function, the molecular mechanisms defining the identity of the neuronal subtypes within each hypothalamic nucleus during development remain poorly defined.

In the murine hypothalamus, five of the neuroendocrine phenotypes [corticotropin-releasing hormone (CRH), thyrotropin releasing hormone (TRH), somatostatin (SS), growth hormone releasing hormone (GHRH), and dopamine (DA) neurons] are generated during partially overlapping periods of time, mainly from the proliferative neuroepithelium of the third ventricle [1]. Cells that produce CRH are generated between embryonic (E) days 12 and E14, with the peak generation at E13. DA and SS neurons are generated between E11 and E17, while the GHRH and TRH neurons are generated between E11 and E15, with the peak generation at E11 and E13, respectively [2-4].

An interesting observation is that subpopulations of neuroendocrine cells coexisting in the same hypothalamic nucleus produce different neuropeptides (e.g. TRH and CRH) [5,6]. The distinct neurotransmitter phenotypes do not differ in time of generation and may appear in response to individual differentiation programs involving specific gene networks, as demonstrated for serotoninergic, noradrenergic or dopaminergic phenotypes [7].

The development of the central nervous system (CNS) is achieved through a delicate balance between cell proliferation, subsequent cell cycle withdrawal and differentiation to distinctive neuronal phenotypes. Recent observations have highlighted that both extracellular cues (growth factors, extracellular matrix, Notch-Delta signaling, N-CAMs) and intracellular signals (transcription factors) play pivotal roles in this process [8,9]. In addition, post-translational histone and/or DNA enzymatic modifications, collectively called epigenetic gene regulation, also govern the process of neurogenesis [10].

*In vivo *models provide evidence that several transcription factors belonging to the basic helix-loop-helix, homeobox and POU domain families determine the proper establishment and maturation of various neuronal phenotypes within the hypothalamic nuclei [11-13]. In spite of these observations, the inductive signals and final targets of these transcription factors are poorly characterized.

Our group has previously demonstrated that the neurotrophin brain-derived neurotrophic factor (BDNF) increases hypothalamic *Trh *mRNA expression in rat E17 primary cultures. The BDNF effect is only observed in a population of TRH neurons that express the catalytic isoform of the BDNF receptor, TrkB [14]. *In vivo *studies have also demonstrated that the expression of the TrkB receptor precedes chronologically that of TRH in the paraventricular nucleus (PVN) of the rat hypothalamus; the effect of BDNF on *Trh *mRNA expression can also be observed in primary cultures of PVN neurons [15]. BDNF likely regulates the acquisition and/or maintenance of this phenotype during development. To gain a better understanding of the genes that control differentiation of a specific phenotype in the hypothalamic neurons, we performed a genome-wide study to characterize the transcriptome of hypothalamic TRH neurons during the terminal phase of differentiation. This represented a challenge since the hypothalamic TRH cells constitute only about 2% of the total cell population. To address this issue, we took advantage of the fact that the -774/+84 bp regulatory region of the *Trh *promoter confers tissue specific expression [16] and allows expression of the green fluorescent protein (GFP) in the TRH expressing cells. Purification of the TRH cell population was performed by fluorescence activated cell sorting (FACS) as described previously [17].

In this report, we show that hypothalamic TRH neurons undergoing the terminal phase of differentiation, expressed genes implicated in protein biosynthesis, intracellular signaling, and transcriptional regulation. Among the transcripts enriched in the TRH neurons, we identified three potentially relevant transcription factors: the Krüppel-like factor 4 (Klf4), the transforming growth factor beta [TGFß] inducible early growth response factor (Klf10), also known as Tieg1, and the activating transcription factor 3 (Atf3). To our knowledge, this is the first report identifying these transcription factors during hypothalamic development. Current experiments in our group have shown that Klf4 and Klf10 regulate *Trh *gene expression. We provide a molecular toolkit via a compendium of expression data that can help unravel mechanisms of hypothalamic TRH neuron development.

## Results

### Enrichment of embryonic hypothalamic TRH neurons

To obtain information about the transcriptome of developing TRH expressing cells, we induced GFP expression in TRH neurons using transfected primary hypothalamic cultures derived from rat embryos of 17 days of gestation. This stage corresponds to the terminal phase of differentiation of the TRH phenotype in the hypothalamus [18]. TRH neurons were enriched by FACS. The transcriptome of the TRH neurons and hypothalamic cells was determined by DNA microarray technology (Figure 1A).

**Figure 1:**
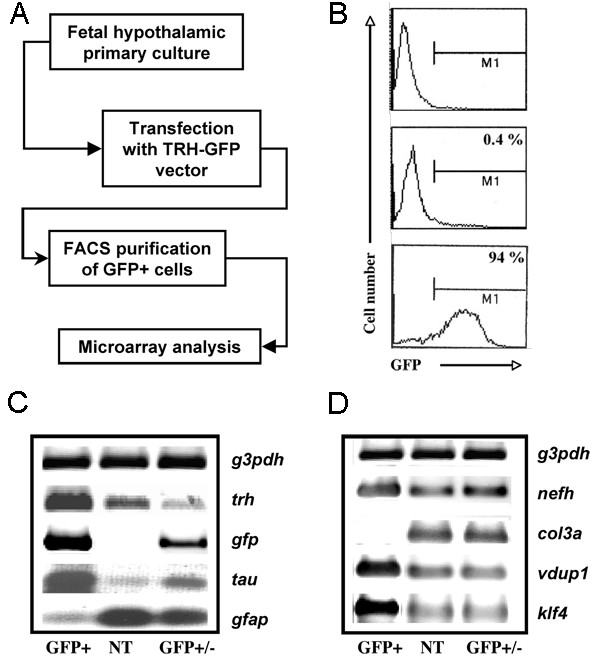
**Characterization of the TRH/GFP+ cell population in primary cultures of rat fetal hypothalamic cells**. **A**) Strategy to obtain a neuronal population enriched in TRH cells from primary cultures of fetal (E17) hypothalamic cells. Primary cultures were transfected with a vector driving GFP expression under the control of the *Trh *promoter (TRH-GFP; referred as phrTRH-GFP in materials and methods) and GFP+ cells were sorted by flow cytometry. GFP+ cells were used to generate the target cRNA to hybridize the U34A array. Non-sorted hypothalamic cells and non-transfected cells were used as control. **B**) Representative FACS plots indicating the number of GFP+ cells (M1) in a logarithmic scale for 1 × 10^4 ^events. The upper panel indicates the distribution of fluorescence in the non-transfected cell population; the middle panel indicates the distribution of fluorescence in cells transfected with phrTRH-GFP; the percentage of GFP+ cells is indicated on the top. Lower panel: after GFP+ cells were isolated by preparative FACS, they were submitted to a second pass through the FACS to determine the percentage of GFP+ cells in the enriched population; it rose to 94%. **C**) Several marker transcripts were amplified by RT-PCR. The thyrotropin releasing hormone (*trh*) and *tau *transcripts were used as neuronal markers, the glial fibrillary acidic protein (*gfap*) as glial cell marker and the green fluorescent protein (*gfp*) for transfection control. The glyceraldehyde 3-phosphate dehydrogenase (*g3pdh*) was used as a control. **D**) Analysis of transcripts identified in the GFP+ cell population according to microarray data: neurofilament heavy polypeptide (*nefh*), vitamin D3 up-regulated transcript (*vdup1*), and krüppel-like factor 4 (*Klf4*); the *g3pdh *was used as internal control. GFP+, transfected purified cells; GFP+/-, transfected non-purified cell population; NT, non-transfected cell population.

We have previously reported the conditions to efficiently transfect TRH neurons in serum-supplemented cultures; control experiments suggested that most GFP+ cells were TRH neurons [17]. Taking advantage of these conditions, we transfected E17 hypothalamic cultures with a GFP expression vector under the control of the minimal *Trh *promoter region (phrTRH-GFP) and determined the transfection efficiency by FACS. After 48 h of transfection, 0.4% of cells were GFP+ (Figure 1B, middle panel). Preparative cell sorting followed by FACS analysis of the GFP+ cell population demonstrated a strong enrichment with approximately 94% of cells being GFP+ (Figure 1B, lower panel). In general, cell viability was higher than 90% in all conditions examined as determined by propidium iodide (PI) staining (data not shown).

To corroborate the neuronal identity of the sorted GFP+ cell population, the expression of *Trh *together with cell-type specific markers was examined by RT-PCR assays. GFP+ cells were separated from the GFP- cells by FACS 48 h after transfection. As a control, a mixed cell population consisting of GFP+ and GFP- cells was obtained from sorted transfected cultures without selection (GFP+/-), whereas non-transfected cells (NT) (at 3 days *in vitro*) were used to establish the basal levels of mRNA expression. An increase in *Trh *mRNA levels was observed in the GFP+ cells compared with NT cells; this was also evident with respect to GFP+/- cells (Figure 1C). The increased *Trh *expression in the isolated GFP+ cells correlated with an increase in the expression of the neuronal marker *tau*, whereas the expression of the glial cell marker *gfap *diminished (Figure 1C). As expected, *Gfp *mRNA was present only in the GFP+ and GFP+/- samples (Figure 1C). These data, together with our previous report [17], indicate that the sorting conditions permitted the enrichment of TRH neurons from a mixed primary cell culture using GFP expression as a marker of *Trh *proximal promoter activity.

### DNA microarray analysis of TRH neurons and hypothalamic cells

Once we corroborated that TRH cells were enriched in the GFP+ cell population, total RNA from GFP+ cells was isolated from a pool of six independent experiments. A pool from three other independent experiments was used to isolate total RNA from GFP+/- and NT cells. These RNA preparations were used to synthesize biotinylated cRNA targets and to screen U34A DNA microarrays.

In the array-screening experiment, two separate aliquots of GFP+ and GFP+/-RNAs, and a single one for NT RNA were used. Target generated from each aliquot was hybridized to an array, generating single (NT) and replicate (GFP+ and GFP+/-) datasets. 

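GFP+ cells had been sorted for GFP driven by the *Trh* promoter, GFP+/- cells were transfected cells that passed the sorter without selection, and NT cells were not transfected. The 5 rat U34A arrays held 2 of GFP+, 2 of GFP+/- and 1 of NT hypothalamic cells from rat embryos at day 17, after 3 days in culture. Ribosomal protein transcripts were among the brightest on every array. *Rpl3*, for example, had a signal of 45903 ± 5974 (SD, n = 2 arrays) in GFP+, 46582 ± 13077 (SD, n = 2) in GFP+/- and 23048 in NT cells. *Mapt*, which encodes the neuronal protein tau, had 11589 ± 1645 (SD, n = 2), 8144 ± 1164 (SD, n = 2) and 10041. The brightest *Trh* probe set was dim, with 128 ± 17.9 (SD, n = 2), 107 ± 2.20 (SD, n = 2) and 96.6, and did not differ past the test between GFP+ and GFP+/- cells (log2 difference 0.24, SE 0.29, adjusted p = 0.761). A second, dimmer *Trh* probe set had log2 ratios of GFP+ cells of -0.087 over GFP+/- (adjusted p = 0.935) and -0.91 over NT cells (adjusted p = 0.425). The authors made the values with MAS 5.0, as one linear signal per probe set and array. Of 8799 probe sets, 59 controls were left out and 8740 were analysed as log2 signals with limma, in one fit of all 5 arrays with one mean per population. A gene was read from its brightest probe set, and p-values were adjusted by Benjamini-Hochberg. Since the paper describes the 2 arrays of a population as aliquots of one pooled RNA, whereas the sample labels call them biological replicates, p measures the spread between arrays only. The lone NT array was assumed to vary like the others, and the number of arrays limits the precision.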

Within the rat U34A oligonucleotide microarray, we distinguished genes based on whether or not they had a well-characterized gene name in the GenBank database. 7699 probe sets were known genes and 1130 probe sets did not have an assigned gene symbol (expressed sequence tags, ESTs); the total number of transcripts analyzed was 8829 (see http://www.ncbi.nlm.nih.gov/geo/ array).

Analysis of the signal intensity with the Microarray Suite (MAS) 5.0 software (Affymetrix) provides a statistical mean to determine the presence or absence of a gene in a sample. This test is based on the comparison of the hybridization efficiency of the target to its complementary sequence with the cross-hybridization of the target to a mismatch sequence identical to the complementary sequence except for one base. Each gene is represented by 16 probe pairs, with one of the members of each pair containing one mismatch, selected from distinct regions of the gene. The signal values from these probes were used to determine the presence of a gene in the target and a *P *value calculated from these data. A *P *value of less than 0.05 was used as a cutoff to consider that a transcript was present and a *P *value above this threshold indicated that it was absent. Transcripts were considered significantly present or absent based on the following criteria: a) the normalized value from mean differences was higher than the microarray background and, b) the fold change between match and mismatch signals was higher than 2.

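Dim transcripts varied most between arrays of one population. The 2 GFP+ arrays differed by more than 2-fold in 1353 probe sets (15.5%), of which 117 were among the brightest 41%. For the GFP+/- arrays these numbers were 1158 (13.2%) and 37. A mean signal above 175 over the 5 arrays bounds this set of 3583 probe sets and was chosen to give 41%, a share taken from the paper. Each array had been scaled by the authors to the same trimmed mean (501), so the overall signal strength of the populations cannot be compared. Median signals were 114 and 116 in GFP+, 102 and 104 in GFP+/- and 112 in NT cells. Detection calls were not used here, so no transcript was called present or absent.

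**Figure D1:**
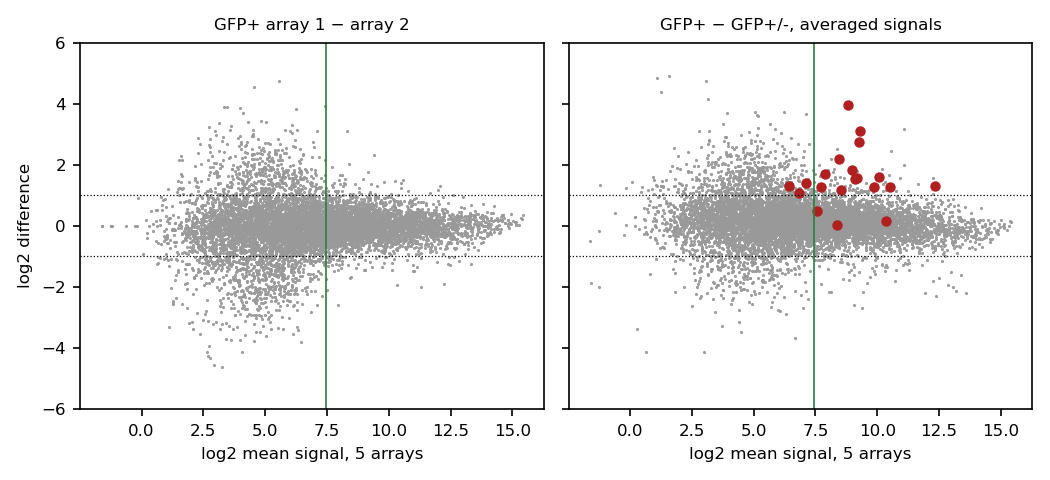
Log2 difference between the 2 GFP+ arrays (left) and between the averaged signals of GFP+ and GFP+/- cells (right) against the log2 of the mean signal over 5 arrays. Each grey point is a probe set, red points are the 20 matched Table 1 entries, dotted lines mark 2-fold and the green line marks the mean signal of 175.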

On the basis of this analysis, the percentage of transcripts present in the GFP+ and GFP+/- populations was very similar. In the GFP+ cell population, 41% (2929 annotated transcripts and 583 ESTs) of the genes represented on the microarray were present, whereas 59% (4664 annotated transcripts and 398 ESTs) were absent (Additional file 1, Table S1). In the GFP+/- cell population, 41% of the genes (2941 annotated transcripts and 639 ESTs) were present and 59% (4756 annotated transcripts and 434 ESTs) were absent. In the NT cell population, 42% (3014 annotated transcripts and 571 ESTs) of the genes were present and 58% (4583 annotated transcripts and 410 ESTs) were absent.

### Enriched transcripts in the TRH neurons

To identify the set of enriched transcripts in the GFP+ population, we selected genes with a significant level of differential expression. This involved first grouping the two replicates of the control (i.e. GFP+/-) as well as that of the sorted sample's (i.e. GFP+) expression data. Signal intensities of the two replicates of control and sorted datasets were averaged to represent the expression level of a transcript in the respective control and sorted populations. These averaged intensities were used to calculate the fold enrichment in expression in sorted sample over the control for each transcript. A threshold of more than 2 fold increase or decrease in expression was considered significant to identify transcripts which are enriched in one sample but underrepresented in the other (Table 1).

**Table 1:** Specific transcripts enriched in the TRH+/GFP+ cell population in a log2-based analysis (*P *value < 0.05)

Entrez Gene ID	Gene Name	Gene symbol	log 2
	*Cytoskeleton*		
24587	Neurofilament, heavy polypeptide	Nefh	7.04
314856	Transcribed sequence similar to protein Mdm2	Mdm2	3.87
	p53 binding protein homolog		
	***Cytoplasmic***		
288656	Transcribed sequence with similarity to ADP-	Arl6ip4	1.03
	ribosylation-like factor 6 interacting protein 4		
	***Splicing events***		
114121	Cyclin L	Ccnl1	1.45
	***Cell signalling***		
24373	Follistatin	Fst	1.37
171347	Methionine adenosyltransferase II, alpha	Mat2a	1.12
304268	RAS-like family 11 member a	Rasl11a	1.17
17872	Transcribed sequence with similarity to myeloid	Myd116	1.44
	differentiation primary response gene 116		
54305	Somatostatin receptor subtype 2	Sstr2	2.8
	***Transcription***		
114505	Kruppel-like factor 4 (gut)	Klf4	2.6
25389	Activating transcription factor 3	Atf3	2.05
81813	TGFB inducible early growth response	Klf10	1.78
117514	Upregulated by 1,25-dihydroxyvitamin D-3	Txnip	1.32
314322	Rat c-fos mRNA	Fos	2.99
	***Cell cycle***		
361915	Hypothetical protein LOC361915	ND	1.04
	***Metabollic***		
154516	P glucuronosyltransferase 1 family, polypeptide A7C	Ugt1a7c	1.05
25617	Glucose-regulated protein GRP78	Hspa5	1.10
	***Neurotransmission***		
25302	Nicotinic receptor alpha 7 subunit	Chrna7	1.19
641625	Rat genes for vasopressin, oxytocin and a long interspersed repeated	ND	1.45
ND	Transcribed sequences similar to Cacnb2 and the Nsun6 gene for NOL1/NOP2/Sun domain family 6	ND	1.08
24766	Sodium channel, voltage-gated, type II, alpha 1 polypeptide	Scn2a1	2.06
	***Unknown***		
AI639457	Not similitude to any gene found	ND	2.89
U31866	Not similitude to any gene found	ND	1.59
AI639457	Not similitude to any gene found	ND	1.59
AI639215	Not similitude to any gene found	ND	1.01
M13100	Not similitude to any gene found		1.02
363278	Transcribed sequence simmilar to ATG16 autophagy related 16-like 1 (S. cerevisiae)	Atg16l1	1.08
M13100	Unknown protein	ND	1.18
M13101	Unknown protein	ND	1.29
M13100	Not similitude to any gene found	ND	1.16

ND, non determined

This analysis revealed that 30 transcripts were enriched in the GFP+ cells (Table 1). 

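Several transcripts stood out in the sorted cells. *Mdm2*, whose product restrains p53, had a signal of 1349.5 ± 239.7 (SD, n = 2) in GFP+ and 156 ± 1.04 (SD, n = 2) in GFP+/- cells, a log2 difference of 3.10 (SE 0.21, adjusted p = 0.0829). Of its other probe sets, one with signals of 174 and 175 in GFP+ cells gave no such difference (log2 ratio -0.045, adjusted p = 0.971) and a dim one had 2.97 (adjusted p = 0.157). The follistatin transcript *Fst* differed by 1.61 (SE 0.17, adjusted p = 0.121) and the autophagy transcript *Atg16l1* by 1.26 (SE 0.17, adjusted p = 0.121). The histone transcripts *Hist4h4* and *H4cl1* and the interferon-induced chemokine *Cxcl10* had differences of 2.71, 2.20 and 1.97, but the 2 GFP+ arrays were far apart in all 3, with *Hist4h4* signals of 2530.0 and 505. With 1 array left out, these differences ran from 1.54 to 3.87, from 1.19 to 3.22 and from 1.14 to 2.80, lowest without the first GFP+ array. In the other direction were the muscle transcripts *Actg2* (-2.69, SE 0.23), *Myh1* (-2.27, SE 0.26) and *Tpm2* (-2.21, SE 0.33), *Hmgb2* (-2.16, SE 0.33), *Gadd45a* (-2.10, SE 0.36) and the transthyretin transcript *Ttr* (-2.19, SE 0.29). The 16 listed markers of striated muscle, which hold none of these 3 muscle transcripts, did not differ past the test (median 0.42, camera, adjusted p = 0.232). *Acta2* and *Col1a1*, described below, were lower too. Another bright *Hmgb2* probe set had a log2 ratio of 0.32, and of 3 dimmer *Gadd45a* probe sets a pair had 0.55 and 0.51 and the other -0.35. Among the brightest 41%, *Mdm2* passed at adjusted p = 2.08e-04, *Fst* at 0.00416, *Actg2* at 3.18e-04 and *Ttr* at 0.00262. *Hist4h4*, *H4cl1* and *Cxcl10* passed there at 0.0253, 0.0431 and 0.0431.
By the ratio of averaged signals, 777 probe sets were more than 2-fold higher and 365 more than 2-fold lower in GFP+ than in GFP+/- cells. Every GFP+ array lay beyond every GFP+/- array for 647 and 289 of them. With quantile normalization 565 were 2-fold higher and 518 lower, with equal medians 601 and 505, and without the second GFP+ array 870 and 751, so the excess of higher ones depends on the scaling and on that array. Among the brightest 41%, the numbers were 105 and 75, against 3.49 and 3.37 in simulated data without any difference. Over all probe sets, the simulated numbers were 211 and 209, of which 165 and 163 had every GFP+ array beyond every GFP+/- array. With limma, 0 of 8740 probe sets passed an adjusted p of 0.05, and 800 were higher and 415 lower at an unadjusted p under 0.05. With quantile normalization, this split was 588 and 554, and with equal medians 507 and 681. As scaled by the authors, the median of all probe sets lay 0.13 log2 units above 0, so a difference of that size counts as none. Among the brightest 41%, 80 were higher and 64 lower at an adjusted p under 0.05. Under the other scalings, offset, prior and sets of arrays tried, the adjusted p of the 55 genes named for this comparison was 0.0673 or more. With a block for the replicate number of the labels in the fit, *Mdm2* and *Actg2* passed. Of the 30 entries of Table 1, 20 could be matched to a probe set, the brightest where several fitted. Of these, 17 were more than 2-fold higher, 19 were higher on every GFP+ than on every GFP+/- array, and 14 of the 17 among the brightest 41% passed there. Table 1 was drawn from these arrays and is not independent evidence. From averaged signals more than 2-fold apart, with a P value under 0.05 in the title of Table 1, the paper concludes that these transcripts are enriched in the sorted cells. For *Nefh*, *Vdup1* and *Klf4* it also reports higher mRNA levels by RT-PCR than in NT or GFP+/- cells.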

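Transcripts of the neuronal cytoskeleton and synapse were, as a group, brighter in GFP+ than in GFP+/- cells, but not than in NT cells. *Nefh*, the heavy neurofilament subunit, had a signal of 1023 ± 285 (SD, n = 2) in GFP+ and 65.5 ± 27.5 (SD, n = 2) in GFP+/- cells, a log2 difference of 4.00 (SE 0.38). Its adjusted p was 0.121 over all probe sets and 3.14e-04 among the brightest 41%. A second, dim *Nefh* probe set went the other way, with a log2 ratio of -1.30. *Nefl*, the light subunit, differed by 1.54 (SE 0.25, adjusted p = 0.143, and 0.00966 among the brightest 41%). *Nefm* (0.65, SE 0.21) and *Map2* (0.67, SE 0.23) passed in neither set, and another bright *Map2* probe set went the other way, with a log2 ratio of -0.95. The probe set of the calcium channel subunit *Cacnb2*, a sequence that Table 1 calls similar to both *Cacnb2* and *Nsun6*, had 280.1 ± 17.0 (SD, n = 2) and 117 ± 20.2 (SD, n = 2), with adjusted p = 0.160 over all and 0.0290 among the brightest 41%. In NT cells, which were not sorted, *Cacnb2* had a signal of 263, close to that of GFP+ cells. Another, dim *Cacnb2* probe set had a log2 ratio of 0.33 over GFP+/- cells (adjusted p = 0.661). The nicotinic receptor subunit *Chrna7*, below the brightest 41%, had 202 ± 12.1 (SD, n = 2) and 76.2 ± 21.1 (SD, n = 2; adjusted p = 0.182), and its other probe sets had log2 ratios of 0.37 and 0.31. Of 21 neuronal genes, listed before the data were examined, 0 passed over all probe sets and 3 were higher when adjusted over the list alone. Their median log2 difference was 0.51, and camera with a preset correlation ranked them above other genes (adjusted p = 1.64e-04, but adjusted p = 0.621 with an estimated correlation). The list holds *Nefh*, which Table 1 names from the same arrays, and is in that part not independent evidence. Against NT cells the median of the list in GFP+ cells was -0.63, with 2 higher and 8 lower when adjusted over the list alone (camera, adjusted p = 0.129). Another bright *Map2* probe set was higher in GFP+ than in NT cells, with a log2 ratio of 1.91 (adjusted p = 0.0265). Other bright *Mapt* probe sets went both ways, with 1.89 (adjusted p = 0.0220) and -0.79 (adjusted p = 0.137). The RNA of NT cells differed too, with a 3' to 5' ratio of the *Gapdh* control of 5.45, against 14.6 and 17.6 in GFP+ cells. Genes of fibroblasts and the extracellular matrix lay the opposite way against GFP+/- cells, with a median of -1.04 over 24 genes.

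**Figure D2:**
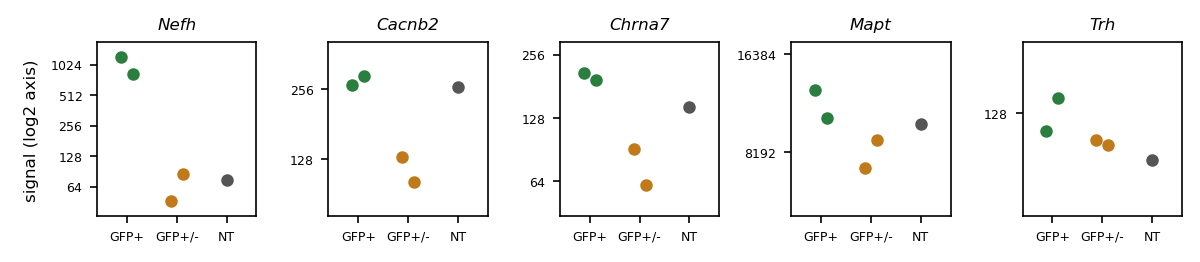
Signal of *Nefh*, *Cacnb2*, *Chrna7*, *Mapt* and *Trh*, each from its brightest probe set, on a log2 axis of its own. Each point is one array of GFP+, GFP+/- or NT cells. The GFP+ points of *Nefh* lie at 1224 and 821, and its other points between 46.1 and 85.0.

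**Figure D3:**
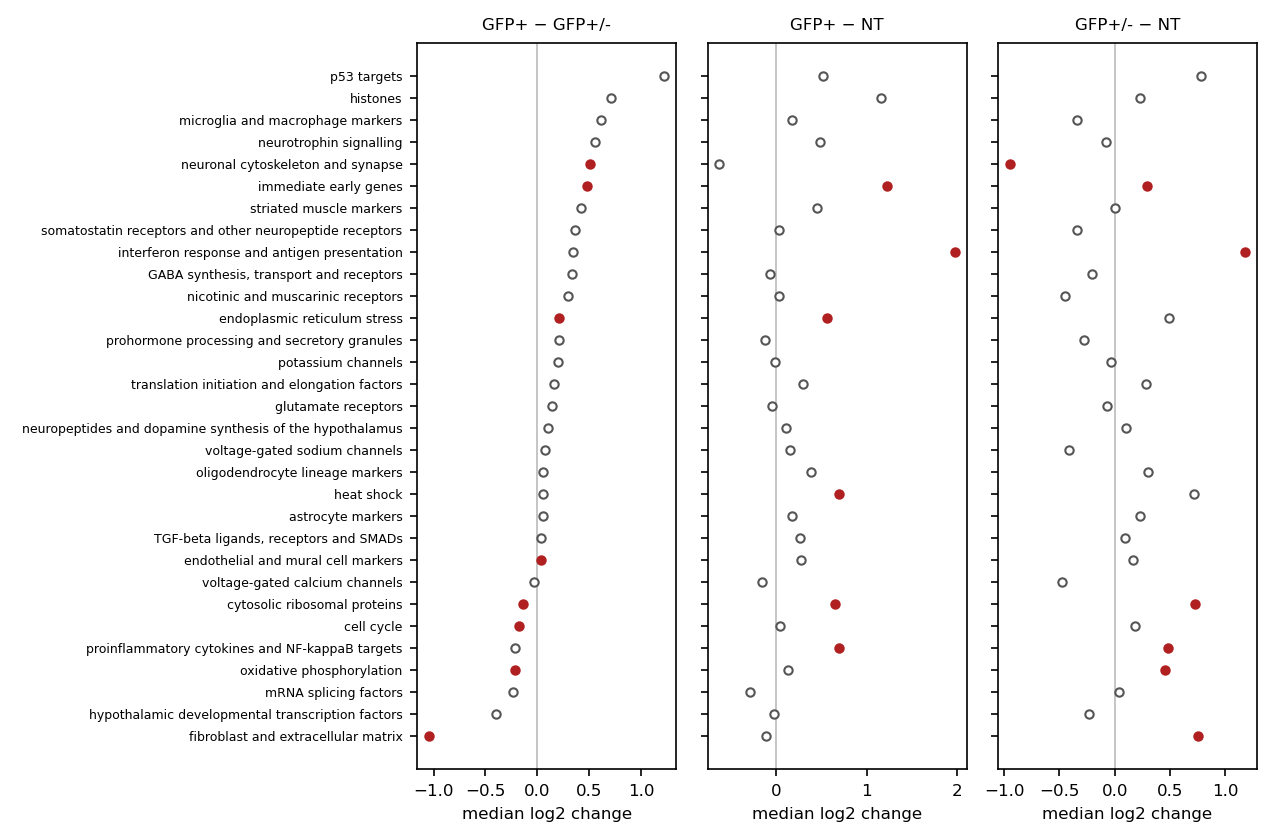
Median log2 change of 31 gene lists in GFP+ against GFP+/-, GFP+ against NT and GFP+/- against NT cells, 1 row per list. Filled points passed an adjusted p of 0.05 with camera at a preset correlation, and no point did with an estimated correlation. In GFP+ against GFP+/- cells 3 lists were higher and 5 lower.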

As expected, of the 30 transcripts enriched, we identified some transcripts previously associated with a neuronal phenotype, like the neurofilament heavy chain polypeptide (*Nefh*) [19], a voltage-dependent calcium channel [20], and a nicotinic alpha-receptor subunit [21]. Three of the enriched transcripts corresponded to novel transcripts within the developing hypothalamus, the Krüppel-like 4 transcription factor (*Klf4*), the TGFβ-inducible early growth response transcription factor (*Klf10*), also known as *Tieg1*, and the activator of transcription factor 3 (*Atf3*). In addition, a transcript up-regulated by vitamin D3 (*Vdup1*) was enriched in the TRH/GFP+ cell population, suggesting a potential physiological role of this vitamin within the hypothalamic TRH neurons, in agreement with previously reported data [22].

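The 3 transcription factors belong to the immediate early genes, which cells switch on quickly after a stimulus. *Klf4* had a signal of 665 ± 119 (SD, n = 2) in GFP+ and 145 ± 43.1 (SD, n = 2) in GFP+/- cells, a log2 difference of 2.21 (SE 0.29). *Klf10* had 825 ± 67.8 (SD, n = 2) and 282 ± 13.4 (SD, n = 2), a difference of 1.55 (SE 0.18), and 675 in NT cells, where GFP+ cells did not differ past the test (0.29, adjusted p = 0.505). *Atf3* had 922 ± 353 (SD, n = 2) and 259.8 ± 25.0 (SD, n = 2), a difference of 1.78 (SE 0.30). Over all probe sets none of the 3 passed (adjusted p = 0.121, 0.121 and 0.145), and among the brightest 41% each did (0.00368, 0.00437 and 0.00823). *Fos* differed by 1.27 (SE 0.18) and *Nr4a1* by 0.95 (SE 0.25). Of 25 immediate early genes, 0 passed over all probe sets and 6 were higher when adjusted over the list alone, with a median of 0.48 (camera, adjusted p = 3.81e-04, but adjusted p = 0.621 with an estimated correlation). The list holds genes of Table 1, so this count is not independent of it. Some endoplasmic reticulum stress genes went the same way. The chaperone *Hspa5* differed by 1.29 (SE 0.19), the phosphatase subunit *Ppp1r15a* by 1.68 (SE 0.26) and *Ddit3* by 1.76 (SE 0.35). Of 15 such genes, 0 passed over all probe sets and 4 were higher when adjusted over the list alone. Their median was 0.21, against 0.13 for all probe sets (camera, adjusted p = 0.0452, and adjusted p = 0.621 with an estimated correlation). This list no longer passed with equal medians (mean difference 0.27, against 0.43), with 16 added to each signal (0.41, adjusted p = 0.0521), with the mean of a gene's probe sets (0.25, adjusted p = 0.679) or without any 1 of the GFP+ or GFP+/- arrays (adjusted p = 0.0696 to 0.0994).

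**Figure D4:**
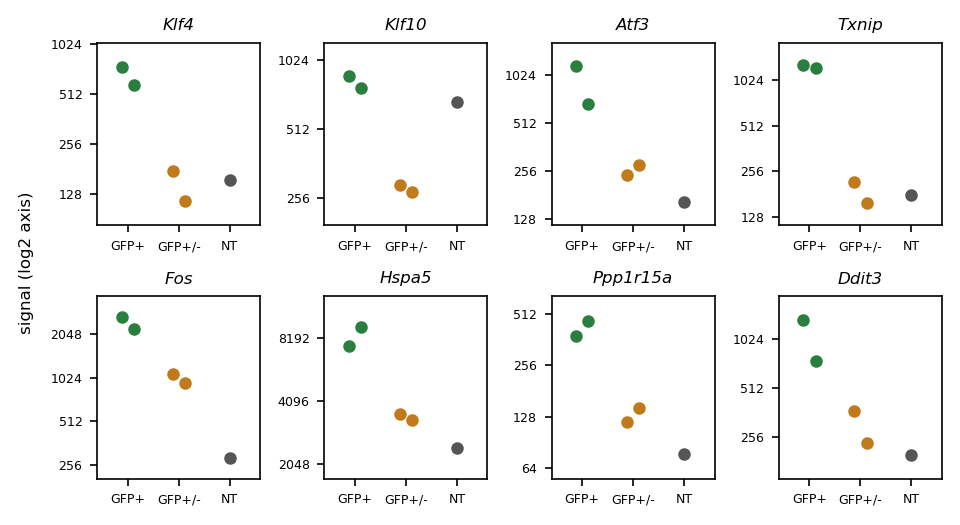
Signal of *Klf4*, *Klf10*, *Atf3*, *Txnip*, *Fos*, *Hspa5*, *Ppp1r15a* and *Ddit3*, each from its brightest probe set, on a log2 axis of its own. Each point is one array of GFP+, GFP+/- or NT cells. The GFP+ points of *Klf4* lie at 749 and 581, above its GFP+/- points at 176 and 115.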

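*Txnip* (*Vdup1*) encodes a protein that binds and inhibits thioredoxin. Its signal was 1253 ± 47.9 (SD, n = 2) in GFP+, 188 ± 42.1 (SD, n = 2) in GFP+/- and 179 in NT cells. The log2 difference between GFP+ and GFP+/- cells was 2.75 (SE 0.23), with an adjusted p of 0.108 over all probe sets and 3.14e-04 among the brightest 41%. Against NT cells *Txnip* was higher by 2.81 (SE 0.28, adjusted p = 0.0108). When any 1 GFP+ or GFP+/- array was left out, the call was lost, with 1 residual degree of freedom instead of 2. The difference was then 2.77 to 2.84. A second, dim *Txnip* probe set had a log2 ratio of 1.21 over GFP+/- cells.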

On the other hand, we found that some of the transcripts diminished in TRH/GFP+ cells (i.e. were probably not expressed in TRH cells) were associated with the glial cell phenotype. Among them are the collagen type I and type III (C*ol3a*) [23,24], and the follistatin-like gene, highly expressed in astroglial cells [25]. 

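The collagen transcripts were far dimmer in the sorted than in the unsorted cells. *Col1a1* had a signal of 3500.1 ± 1866 (SD, n = 2) in GFP+ and 13303 ± 290.1 (SD, n = 2) in GFP+/- cells, a log2 difference of -2.04 (SE 0.38). *Col1a2* differed by -1.85 (SE 0.42, from -2.50 to -1.21 with 1 array left out). *Col3a1* differed by -1.95 (SE 0.34), from 991 ± 5.57 (SD, n = 2) to 273 ± 128 (SD, n = 2). The follistatin-like transcript *Fstl1* differed by -0.98 (SE 0.28, from -1.36 to -0.59 with 1 array left out), and another bright *Fstl1* probe set had a log2 ratio of -1.79 (adjusted p = 0.154). The matrix transcripts *Bgn* (-1.37, SE 0.23) and *Postn* (-1.53, SE 0.26) lay in the same direction. None passed over all probe sets. Among the brightest 41%, the adjusted p was 0.00823 for *Col1a1*, 0.0152 for *Col1a2*, 0.00822 for *Col3a1* and 0.0645 for *Fstl1*, which did not pass. A second, dim *Col3a1* probe set had a log2 ratio of 0.22. Against NT cells, *Col3a1* was lower (-2.36, SE 0.41, adjusted p = 0.0301), whereas *Col1a1* had 3468 in NT and did not differ past the test (-0.097, adjusted p = 0.932). Without any 1 GFP+ or GFP+/- array, 1 residual degree of freedom was left and the *Col3a1* call was lost. Its difference was then -2.86 to -1.86.
Of 24 genes of fibroblasts and the extracellular matrix, 16 were lower when adjusted over the list alone and 0 over all probe sets (camera, adjusted p = 7.54e-15, but adjusted p = 0.621 with an estimated correlation). The list holds the collagens and *Fstl1*, which the paper picked from these arrays, and is in that part not independent evidence. Against NT cells its median was -0.12 in GFP+ cells, where it was not called (camera, adjusted p = 0.114). In GFP+/- cells it was 0.75 (camera, adjusted p = 0.00824, but adjusted p = 0.707 with an estimated correlation). The 2 GFP+ arrays differed in these genes, with *Col1a1* at 2181 and 4819. Of 9 endothelial and mural cell markers, 4 were lower when adjusted over the list alone, among them *Acta2* (-2.29, SE 0.40) and *Tagln* (-1.36, SE 0.24). This list's median was 0.031 and its mean -0.60 (camera, adjusted p = 0.0150, but adjusted p = 0.621 with an estimated correlation). Without the first GFP+ array, on which all 9 were lower than on the second, the mean was -0.31 and the call was lost (adjusted p = 0.0862). Astrocyte markers gave no such difference. Of 15 listed, 0 passed and 0 when adjusted over the list alone, with a median of 0.054 (camera, adjusted p = 0.993). Among them were *Vim* (-0.048, SE 0.23) and *Glul* (-0.22, SE 0.20). No probe set here was annotated as *Gfap*.

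**Figure D5:**
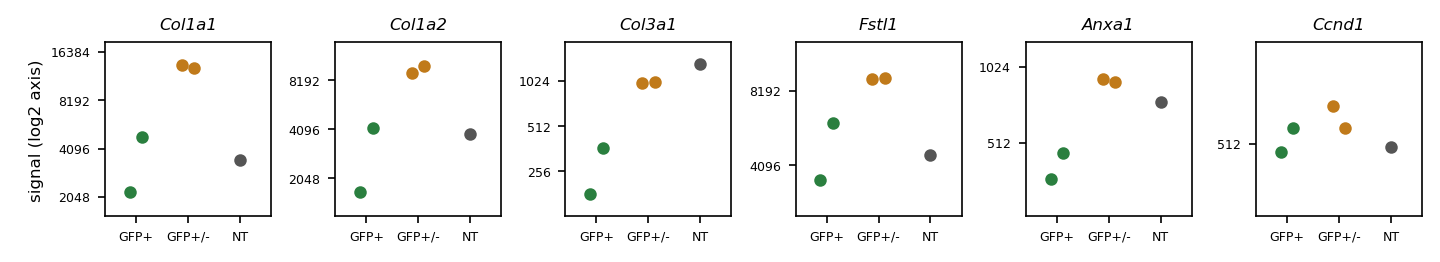
Signal of *Col1a1*, *Col1a2*, *Col3a1*, *Fstl1*, *Anxa1* and *Ccnd1*, each from its brightest probe set, on a log2 axis of its own. Each point is one array of GFP+, GFP+/- or NT cells. For *Col1a2* the GFP+ points lie at 1686 and 4138 and the GFP+/- points at 9100.1 and 10016.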

We also identified transcripts associated with cell cycle regulation, like annexin I, which negatively regulates cyclin D1 gene expression [26] (Additional file 1, Table S2).

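*Anxa1*, the annexin I transcript, had a signal of 417 ± 68.8 (SD, n = 2) in GFP+, 902 ± 18.0 (SD, n = 2) in GFP+/- and 741 in NT cells. The log2 difference between GFP+ and GFP+/- cells was -1.12 (SE 0.19), with an adjusted p of 0.145 over all probe sets and 0.0175 among the brightest 41%. The cyclin D1 transcript *Ccnd1* differed by -0.18 (SE 0.18, adjusted p = 0.724), with log2 ratios from -0.66 to 0.72 on its other probe sets. *Cdkn1a*, an inhibitor of cyclin-dependent kinases, differed by 1.22 (SE 0.26, adjusted p = 0.171, and 0.0278 among the brightest 41%). Of 17 cell cycle genes, 0 passed over all probe sets and 0 when adjusted over the list alone. Camera placed the list below other genes (mean -0.22, adjusted p = 0.0452, but adjusted p = 0.723 with an estimated correlation), a call that was lost with quantile normalization although the mean was then -0.29. Without the first GFP+ array the mean was 0.0093.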

We then decreased the microarray threshold to 1.5 fold change to determine if any missing classes of genes can be identified in the different cell populations. We used a heat map presentation and the gene expression profile to establish a hierarchical map based on the similarity of the gene expression values. The first scale, which is associated with a coloured strap, refers to genes with up-regulated (red) or down-regulated (green) expression levels in each cell population (Figure 2). The second scale represents the degree of regulation similarity among the genes. A value of zero indicates that the transcripts have the same regulation profile. Figure 2 shows part of the transcripts identified in each cell population. This analysis confirmed the enrichment of various transcripts (*Klf4*, *Atf3*, *Nefh*) in the GFP+ cells.

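Against NT cells the 3 named transcripts were higher in GFP+ cells as well. *Nefh* was higher by 3.74 log2 units (SE 0.47, adjusted p = 0.0152), *Klf4* by 2.10 (SE 0.36, adjusted p = 0.0275) and *Atf3* by 2.45 (SE 0.37, adjusted p = 0.0218). The immediate early gene *Fos* was higher by 3.09 (SE 0.22, adjusted p = 0.00808). A larger difference was found for the interferon-induced *Rsad2* (5.37, SE 0.62), of which another bright probe set had a log2 ratio of 0.85 (adjusted p = 0.397). *Lcn2*, which encodes the acute phase protein lipocalin-2, and the interferon-induced *Gbp2* were higher too, but their NT signals of 14.0 and 4.48 lay below that array's lower quartile of 27.9, so the size is uncertain: 7.98 and 6.13 as scaled, and 6.89 and 4.03 with 16 added to each signal. Lower in GFP+ cells were *Rab1a* (log2 ratio -3.09) and *Hnrnpd* (-3.04). The glutamate receptor subunit *Gria2* was lower too (-2.88, SE 0.32, adjusted p = 0.0132), but a dim *Gria2* probe set had a log2 ratio of 0.13 (adjusted p = 0.893). Of 25 immediate early genes, 10 were higher over all probe sets and 12 when adjusted over the list alone (camera, adjusted p = 6.75e-05, but adjusted p = 0.851 with an estimated correlation). NT cells had passed neither transfection nor the sorter, so both are part of this comparison. The RNA differed as well. The 3' to 5' ratio of the *Gapdh* control was 14.6 and 17.6 in GFP+ and 5.45 in NT cells, and that of the actin control 22.9 and 18.7 against 10.9.
By averaged signals, 820 probe sets were more than 1.5-fold higher in GFP+ than in both other populations. In simulated data without any difference 314 were. The 1740 probe sets higher than in GFP+/- and the 2243 higher than in NT cells would share 447 if drawn independently. Among the brightest 41% the number was 211, against 13.8 in simulated data and 103 from independent draws. Neither number tests enrichment over both populations. Both comparisons use the same GFP+ arrays, so their lists are not independent. The simulated data hold no difference in any comparison, whereas GFP+ and NT cells differed widely. With limma, 383 probe sets were higher and 355 lower in GFP+ than in NT cells at an adjusted p under 0.05. Without any 1 of the GFP+ or GFP+/- arrays 1 probe set passed. Of the genes named here *Lcn2* alone passed in each such fit (adjusted p = 0.0174 to 0.0316).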

**Figure 2:**
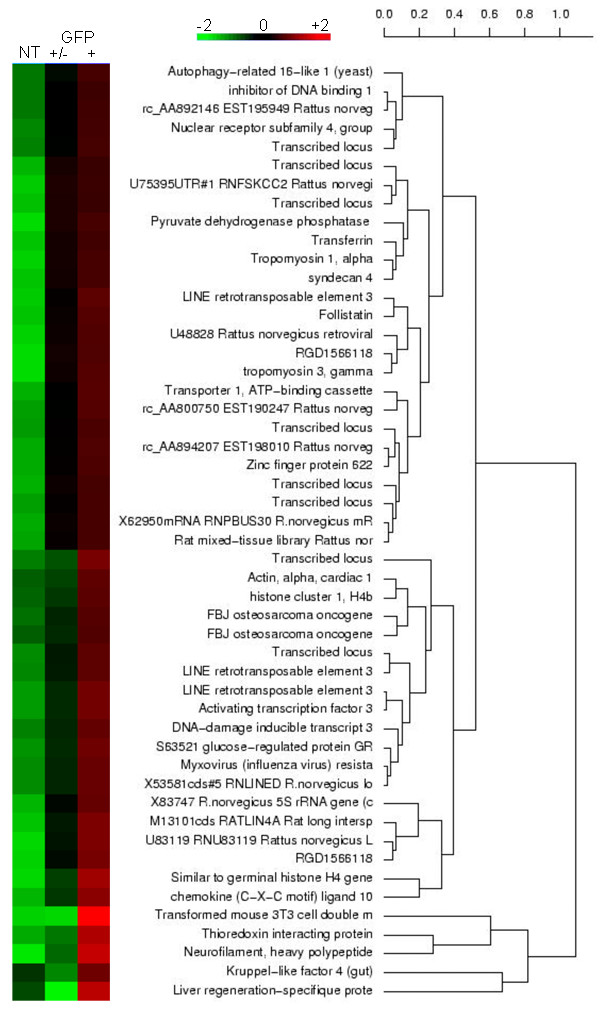
**Hierarchical clustering of differently expressed transcripts in hypothalamic cells**. The color strap indicates degrees of up- (red) and down- (green) regulation of gene expression. The dendrogram at the right shows the grouping of genes according to their similarity in expression profiles. A value of zero indicates that the genes have the same regulation profile. The transfected purified (GFP+) cell population was compared to the transfected non-purified (GFP+/-) or non-transfected (NT) cell populations in a log_2_-based threshold. The data correspond to transcripts enriched in the GFP+ cells only. The gene hierarchical cluster was performed using the multiple group analysis and the CLARA algorithm as described [54].

To validate the microarray data, we performed RT-PCR analyses for some of the transcripts presumably enriched in the GFP+ cell population. The levels of mRNAs for *Nefh*, *Vdup1*, and *Klf4 *were increased in the purified population when compared to the NT or GFP+/- cell populations (Figure 1D). On the contrary, the glial phenotype associated transcripts, *Gafp *and *Col3a*, were absent in the GFP+ cell population (Figure 1C and 1D). These results confirmed our microarray data.

### Transcripts unique to the TRH neurons

To further breakdown the microarray data, a second method of analysis of the original signal intensities derived from the MAS software analysis was performed using a stringent *P*-value. This approach allowed us to identify transcripts present in the different cell populations with a high degree of certainty. Using a *P *value of < 0.001, we identified a total of 1864 and 1701 transcripts whose presence in the two GFP+/-replicates was significant. Similarly, we identified 1776 and 1714 transcripts in the replicate samples for the GFP+ cell population. In the NT cell population, we identified 1925 transcripts.

In order to identify the transcripts that were present in both replicates and to reduce the false positive rate in the detection of expressed transcripts, we defined the representative set of each sample as that containing transcripts significantly expressed in both replicates according to the *P *< 0.001 threshold. This resulted in 1600 [of which 288 were ESTs (Additional file 1, Table S4)] transcripts as representative of the GFP+ cell population (Figure 3 and Additional file 1, Table S3) and 1630 transcripts for the GFP+/- cell population. As shown in Figure 3, the overlap between the three cell populations indicates that 1361 transcripts were common to the three populations, whereas 112 transcripts were common to the GFP+ and GFP+/- cell populations but not expressed in the NT cell population. This comparison also shows that 51 transcripts were unique to the GFP+/- cell population, while 50 transcripts were unique to the GFP+ cell population at these thresholds. It should be noted that in this context unique transcripts refer to those transcripts that are uniquely detected in one or more populations shown in the Venn diagram, as they are likely to be expressed in undetectable levels at these thresholds in other compared populations. 

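Most of the bright transcripts were shared by the 3 populations. Detection p-values were not used here. In their place, the brightest probe sets of each array were taken, as many as the paper counts for that array, and a population's set was formed by those bright on both of its arrays. This gave 1613 probe sets for GFP+, 1660 for GFP+/- and 1925 for NT cells. Of the GFP+ set, 1375 (85.2%) were bright in all 3 populations and 115 in GFP+ and GFP+/- cells only. Those bright in 1 population only numbered 55 for GFP+, 78 for GFP+/- and 390 for NT cells, where the set rests on 1 array. With 1 array for each population, the number for GFP+ only ran from 48 to 118. *Nefh*, *Txnip* and *Mdm2* were among the 8 probe sets of Table 2 that were bright in GFP+ cells only. A rank by signal is not a call of presence, so a probe set outside a set was dimmer and was not shown to be absent.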

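The synaptojanin transcript *Synj1*, whose product recycles synaptic vesicles, had a signal of 3723 ± 858 (SD, n = 2) in GFP+, 1853 ± 254 (SD, n = 2) in GFP+/- and 1535 in NT cells. It differed by 0.99 log2 units (SE 0.22, adjusted p = 0.184) from GFP+/- cells and was higher than in NT cells by 1.26 (SE 0.27, adjusted p = 0.0498). The translation initiation factor *Eif3b* (*Eif3s9*) differed by 0.70 (SE 0.23, adjusted p = 0.288) from GFP+/- and was higher than in NT cells by 1.41 (SE 0.29, adjusted p = 0.0438). Neither of these calls against NT was kept without any 1 GFP+ or GFP+/- array (adjusted p = 0.0815 to 0.148 and 0.0901 to 0.158) or with equal medians. *Rpl27* was bright in every population, with 19335 ± 324 (SD, n = 2), 25333 ± 1465 (SD, n = 2) and 13802, a log2 difference of -0.39 (SE 0.22) from GFP+/- cells. The metabolic transcripts *Acsl5* (0.82, SE 0.22) and *Slc37a4* (0.32, SE 0.25), the kinase *Stk38* (-0.15, SE 0.25) and *Nfyc* (0.26, SE 0.17) did not differ past the test. The splicing factor *Tra2b* (*Sfrs10*) differed by 1.00 (SE 0.26, adjusted p = 0.211) on the probe set that Table 2 lists and by 0.23 (SE 0.20) on its brightest. The entry given as Y box protein 1 lies on a probe set that the annotation used here calls *Id1*. It differed by 0.74 (SE 0.20, adjusted p = 0.221) from GFP+/- and was higher than in NT cells by 1.45 (SE 0.24, adjusted p = 0.0265). The latter call, too, was lost without any 1 GFP+ or GFP+/- array, where the difference was 1.26 to 1.64. The brightest probe set annotated as *Ybx1*, which is not that of Table 2, differed by 0.22 (SE 0.21) from GFP+/- cells. Of the 50 entries of Table 2, 49 were matched to a probe set. Of these, 37 were brighter on both GFP+ arrays than on any other array and 11 were over 2-fold brighter by averaged signals than in both other populations. Against GFP+/- cells 0 passed with limma, and against NT cells 23 were higher past an adjusted p of 0.05, but 0 without any 1 GFP+ or GFP+/- array. In both GFP+/- arrays, 38 of the 49 lay above the signal that bounds the brightest 41%. Table 2 was chosen on these arrays and is not independent evidence.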

According to their GenBank annotations, several of these 50 transcripts (unique to GFP+ cells) are related to neuronal phenotype, e.g. synaptojanin 1 (*Synj1*); to translation machinery, e.g. eukaryotic translation initiation factor 3 subunit 9 (*Eif3s9*), ribosomal protein L27 (*Rpl27*); to basal metabolic machinery, e.g. acyl-CoA synthetase long-chain family member 5 (*Acsl5*), solute carrier family 37 member 4 (*Slc37a4*); to cell signaling, e.g. the serine-threonine kinase 38 (*Stk38*); in addition, transcripts encoding proteins with RNA-processing properties were also observed, i.e. the nuclear transcription factor Y gamma (*Nfyc*), the splicing factor arginine/serine-rich 10 (*Sfrs10*) and the Y box protein 1 (*Ybx1*). 

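*Nfib* encodes a transcription factor of the nuclear factor I family and has several probe sets. The one that Table 2 lists, which the annotation used here leaves without a gene, had signals of 217 and 283 in GFP+, 168 and 151 in GFP+/- and 214 in NT cells. Its log2 difference was 0.64 (SE 0.25, adjusted p = 0.350) from GFP+/- and 0.21 (SE 0.31, adjusted p = 0.753) from NT cells. The brightest annotated *Nfib* probe set had 614 ± 23.1 (SD, n = 2) in GFP+ and 664 ± 62.3 (SD, n = 2) in GFP+/- cells, a difference of -0.11 (SE 0.18). Another bright *Nfib* probe set had a log2 ratio of -1.25 over GFP+/- (adjusted p = 0.152) and of -1.90 over NT cells (adjusted p = 0.0220). The latter rests on 1 NT array.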

Transcripts related to CNS development were also identified, i.e. neurofilament heavy chain polypeptide (*Nefh*), and the nuclear factor I/B (*Nifb*). 

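*Trrap*, a subunit of histone acetyltransferase complexes, had a signal of 1885 ± 255 (SD, n = 2) in GFP+, 1589 ± 67.6 (SD, n = 2) in GFP+/- and 351 in NT cells. It was higher in GFP+ than in NT cells by 2.42 log2 units (SE 0.21, adjusted p = 0.00808). Without any 1 GFP+ or GFP+/- array, 1 residual degree of freedom was left and the call was lost. It was then higher by 2.28 to 2.56. From GFP+/- cells it differed by 0.24 (SE 0.17, adjusted p = 0.600), with both GFP+ arrays above both GFP+/- arrays.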

A transcript with chromatin remodeling properties, the transformation/transcription domain-associated protein (*Trapp*) was also identified (Table 2). These transcripts may play a critical role in the fetal development of hypothalamic TRH neurons.

**Figure 3:**
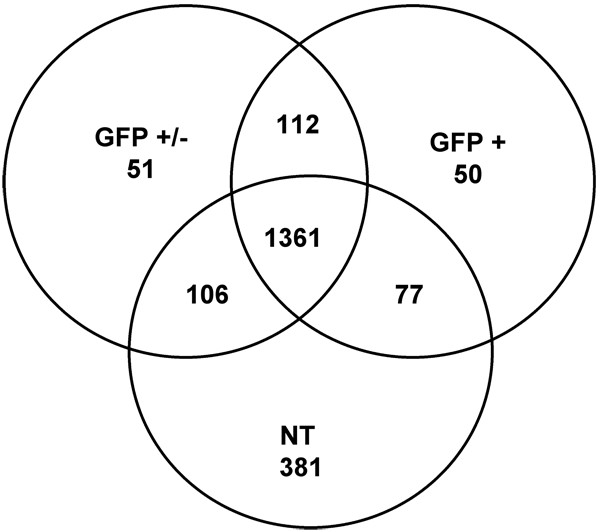
**Venn diagram showing the number of transcripts identified present in each cell population**. The circles represent a specific cell population with the numbers representing the genes present in each sample (*P *< 0.001). Numbers in the outer portion of each circle are specific to that sample. The number in the innermost portion of the diagram represents transcripts expressed in the three populations (1361). Likewise, the numbers in the portions of the diagram shared by two circles represent genes expressed in those samples but not in the exclusive sample.

**Table 2:** Unique transcripts identified in the TRH+/GFP+ cell population using a rigorous threshold of *P *< 0

Gene ID	Gene Name	Gene symbol
S49760_g_at	140866	ND
H31982_at	ND	ND
AA849648_at	ND	ND
X83747	ND	ND
AA800750	ND	ND
AA891631	ND	ND
AI104567	Actin alpha cardiac 1	Actc1
AA892318	ADP-ribosylation factor-like 6 interacting protein 4	Arl6ip4
AA892821	Aldo-keto reductase family 7, member A2 (aflatoxin aldehyde reductase)	Akr7a2
AI639209	Ariadne homolog 2 (Drosophila) (predicted)	Arih2_predicted
AI103671	ATPase, Ca++ transporting, plasma membrane 1	Atp2b1
M60921	B-cell translocation gene 2, anti-proliferative	Btg2
AA892271	BCL2-like 13 (apoptosis facilitator) (predicted)	Bcl2l13_predicted
AI639371	Calponin 3, acidic	Cnn3
U66471	Cell growth regulator with ring finger domain 1	Cgrrf1
L23148	chr1:175179191-175179595 (+)	Y box protein 1
M13101	C-reactive protein, pentraxin-related	Crp
AI180350	CTD-binding SR-like protein rA9	LOC245925
X62160	Dynactin 1	Dctn1
AA87520	Eukaryotic translation initiation factor 3, subunit 9 (eta)	Eif3s9
AA858520	Follistatin	Fst
AI639457	GTP cyclohydrolase 1	Gch
AA799888	Mitochondrial ribosomal protein L40	Mrpl40
X62950	MRNA (pBUS30) with repetitive elements	---
AA875126	Myosin IG	Myo1g
AA818677	Neurofilament, heavy polypeptide	Nefh
AA859994	Nuclear factor I/B	Nfib
U17254	Nuclear receptor subfamily 4, group A, member 1	Nr4a1
AA875121	Nuclear transcription factor-Y gamma	Nfyc
AF040954	Protein phosphatase 1, regulatory subunit 10	Ppp1r10
AI070277	Proteolipid protein	Plp
AA875620	RGD1566118 (predicted)	---
AI176589	Ribosomal protein L27	LOC680960 Rpl27
M31018	RT1 class Ib, locus Aw2	RT1-Aw2
M10094	RT1 class Ib, locus Aw2	RT1-Aw2
AI639167	Sequestosome 1	Sqstm1
X05472	Serine incorporator 1///hypothetical protein LOC498354	LOC498354 Serinc1
AA800712	Serine/threonine kinase 38	Stk38
AF080468	Solute carrier family 37 (glycerol-6-phosphate transporter), member 4	Slc37a4
AI639294	Sparc/osteonectin, cwcv and kazal-like domains proteoglycan 2 (predicted)	Spock2_predicted
AA955859	Splicing factor, arginine/serine-rich 10 (transformer 2 homolog, Drosophila)	Sfrs10
U45479	Synaptojanin 1	Synj1
AI014169	Thioredoxin interacting protein	Txnip
AA893320	Transcribed locus (Mus musculus ubiquitin specific peptidase 7 (Usp7). Mus musculus 10 days neonate cerebellum cDNA	Usp7
AA800693	Transcribed locus, strongly similar to XP_579966.1 hypothetical protein XP_579966 [Rattus norvegicus] (Mus musculus pyridoxal (pyridoxine, vitamin B6) kinase)	---
AA800513	Transformation/transcription domain-associated protein (predicted)	Trrap_predicted
AI639488	Transformed mouse 3T3 cell double minute 2 homolog (mouse) (predicted)	Mdm2_predicted
M92074	Troponin I type 3 (cardiac)	Tnni3
AI639320	V-raf murine sarcoma 3611 viral oncogene homolog	Araf
AA894321	WD repeat and FYVE domain containing 1	Wdfy1

ND, non determined

## Discussion

Events occurring during development are tightly coupled to gene expression regulation. Some specific genes have been related to the establishment of neuronal phenotypes within the hypothalamic area. Particularly, the transcription factors Otp, Sim1, Sim2, as well as Brn2 have important roles in hypothalamic architecture (reviewed in [27,28]). The absence of either of these transcription factors during embryonic development leads to anatomical and molecular hypothalamic impairment and consequently, to the complete lack of expression of specific hypothalamic peptides [11-13]. However, the signalling pathways regulating the activity of these transcription factors and their target genes have not been established. To obtain some insight into the molecular mechanisms regulating *Trh *expression and/or TRH neuron growth during development, we determined elements of the gene expression profile of fetal hypothalamic cells enriched in TRH neurons using the DNA microarray technology. Our approach does not necessarily identify genes relevant for birth or migration, but should capture genes important for late developmental events involving TRH neuron specification and function. Here, we report that FACS enriched TRH neurons, previously cultured for 3 DIV, can be successfully used to characterize elements of their transcriptome. The database generated from this analysis allowed us to identify some transcripts, including several transcription factors, as novel candidates to regulate hypothalamic *Trh *gene expression or TRH neuron growth during the terminal phase of development. Among the transcripts enriched in the GFP+ cells, we identified three transcription factors whose expression has not been previously reported within the hypothalamus *in vivo*. These transcripts include the zinc finger domain-containing transcription factor *Klf4 *[29-32], the TGFβ-inducible early growth response transcription factor (*Klf10*) [33,34], and the activating transcription factor 3 (*Atf3*) [35]; these are important regulators of cell differentiation and proliferation in different systems. Recently, these transcription factors have been identified as NGF-responsive immediate early genes during PC12 cell differentiation [36].

Experiments performed in our group have corroborated the relevance of Klf4 for *Trh *gene expression. *Klf4 *mRNA is expressed in the embryonic rat hypothalamus, coincident with the establishment of the TRH phenotype; in the neonatal rat hypothalamus, *Klf4 *is expressed in the PVN, the source of hypophysiotropic TRH. Klf4 binds to the *Trh *promoter either *in vitro *or *in vivo *during fetal hypothalamic development. In addition, Klf4 regulates hypothalamic *Trh *promoter activity both *in vitro *and *in vivo *during development. Accordingly, *Trh *expression is down-regulated at E15 in the hypothalamus of *Klf4 *deficient mice, resulting in diminished bioactive peptide level. These data demonstrate that Klf4 is a key molecule within the differentiation program of the hypothalamic TRH phenotype [37].

TRH/GFP+ cells are enriched with another member of the Krüppel-like family of transcription factors, Klf10. Experimental evidences show that Klf10 is a positive regulator of *Trh *promoter activity in primary cultures of fetal hypothalamic cells and that its expression coincides with the establishment of the hypothalamic TRH neurons *in vivo *[38]. Klf10 binds to the *Trh *promoter *in vivo *during hypothalamus development (Martínez-Armenta M. et al. unpublished).

Previous reports have demonstrated that *Klf4*, *Klf10 *and *Atf3 *expression is regulated by TGFβ [39-41]. Since TGFβ isoforms and their receptors are expressed in the hypothalamus [42], we have analyzed the effect of this cytokine in primary hypothalamic cultures. TGFβ-2 increased *Trh *mRNA expression by regulating *Trh *promoter activity [38]. Furthermore, TGFβ-2 induced *Klf10 *mRNA in primary hypothalamic cultures similarly to *Trh *mRNA. Finally, Klf10 was bound to the rat *Trh *promoter in response to TGFβ *in vitro *(Martínez-Armenta M. et al. unpublished). Therefore, another of the transcription factors identified in the microarray screening appears critical for *Trh *expression.

In this study, we used independent preparations of GFP+ cells that were pooled to identify transcripts enriched in TRH neurons. Using independent preparations of GFP+ cells not only decreases the false positives that are possibly identified if only one preparation is used but also enriches the relative concentration of the TRH neuron specific transcripts compared to the background sample. Experimental designs using pooling samples are often performed to reduce the effects of biological variation, making substantive differences easier to find. Consequently, pooling samples has been used in many genome-wide-based studies to provide an accurate and reliable estimate of specific gene expression patterns, DNA methylation profiling, identifying biomarkers, etc. in a specific cell population [43]. Whether all the transcripts identified in this study are truly enriched in TRH hypothalamic neurons *in vivo*, and whether they are expressed into functional proteins, is not yet known, except for the evidence mentioned above for two transcripts. Under our experimental conditions, TRH neurons passed through a stage of differentiation *in vitro*; thus, the procedure used in the present study might have altered some aspects of the expression profile of the neurons, leading to some false positives. However, the results obtained with Klf4 and Klf10 (see previous paragraphs) suggest that our data should be a useful guide to study TRH neuron differentiation. However, since TRH neurons are localized in various hypothalamic nuclei [44], each identified transcript may be either enriched in a specific TRH neuron type, or in multiple types.

Previous studies have indicated that each neuronal phenotype possesses a specific differentiation program, in which in addition to transcription factors [7], epigenetic modifications and non-coding RNA expression play pivotal roles. The analysis of the transcriptome of hypothalamic TRH neurons allowed us to derive experimental data that indicate that Klf4 and Klf10 are important regulators of *Trh *gene expression during the hypothalamus development. Co-activators, such as the histone acetyltransferases (p300 and CBP), or co-repressors, such as histone deacetylases (mSin3a), can regulate *Klf4 *and *Klf10 *transcriptional activity [45]. Therefore, we propose that during hypothalamic development *Trh *gene expression is regulated by extracellular signals (i.e. TGFβ, BDNF) that modulate the accessibility of specific transcription factors (e.g. Klf4 and Klf10) to *Trh *gene promoter by local histone modifications. To gain further insight into the molecular mechanism regulating hypothalamic neuronal phenotype differentiation, it will be critical to determine the impact of specific epigenetic modifications during hypothalamus development.

## Conclusions

Although the functional importance of the hypothalamus has been demonstrated throughout vertebrates, the molecular mechanisms controlling neurogenesis in this forebrain structure are poorly understood. The hypothalamic TRH peptide has multiple hormonal and autonomous functions. Previous studies have evidenced that pituitary response to TRH is blunted in a number of psychiatric conditions, including schizophrenia, bipolar disorders, alcoholism and depression [46]. Whether specific abnormalities during the differentiation of hypothalamic TRH neurons are associated with such disorders remains unknown. Therefore, knowledge of transcriptional regulation during the course of TRH neuron differentiation might contribute to a better understanding of the molecular mechanisms underlying TRH mediated homeostasis in the adult organism. For this purpose, we performed a genome wide study of hypothalamic TRH neurons during late fetal development. We report novel transcripts within the hypothalamus that may be part of the differentiation program of the TRH neuronal phenotype. These included the transcription factors Klf4, Klf10 and Atf3. Although the role of transcription factors during neuronal differentiation is well accepted, we are only at the brink of understanding how epigenetic mechanisms influence transcriptional activity and the accessibility of transcription factors to bind to cis-elements. The identification of transcripts enriched in fetal hypothalamic TRH neurons will guide further studies on the differentiation of this phenotype.

## Methods

### Animals

Wistar rats raised at our animal facility, maintained in standard environmental conditions (lights on between 0700-1900 h, temperature 21 ± 2°C) with rat chow and tap water ad libitum. Animal care and protocols followed the guidelines for the use of animals in neuroscience research of the Society for Neuroscience, USA, and were approved by the Animal Care and Ethics Committee of the Instituto de Biotecnología, UNAM.

### Cell culture and transfection

Hypothalamic primary cultures were prepared from E17 rat embryos as previously described [17]. Briefly, pregnant Wistar rats were anesthetized with pentobarbital (33 mg/kg b.w.) and the embryos removed individually. The hypothalamus was then excised through an imaginary line between both eye and ear superior edge; the dissected area was limited by the optic chiasm and lateral sulcus including mammillary bodies to a 2-3 mm depth avoiding thalamic area. Hypothalami were dissociated with trypsin (Sigma) and viability monitored by trypan blue exclusion (95%). Cells (5 × 10^6^) were plated onto poly-D-lysine (Sigma; 10 *μ*g/ml) pre-coated 60 mm Petri dishes in DMEM supplemented with 10% fetal bovine serum (FBS, GIBCO), 0.25% glucose (Sigma), 2 mM glutamine (Sigma), 3.3 mg/ml insulin (Sigma), 1% antibiotic-antimycotic (GIBCO) and 1% vitamin solution (GIBCO). Cultures were maintained in a REVCO incubator at 37°C in humidified air/7% CO_2_.

Twenty-four hours after seeding, cells were transfected essentially as described [17]. In general, 8 mg of branched polyethylenimine (PEI) (600-1000 KDa; Fluka) solution was diluted in 10 ml of water, pH adjusted to 6.9 with 0.2 N HCl and the solution filtered (Millipore, 0.22 *μ*m). PEI (30 *μ*l) and plasmid DNA (10 *μ*g) were separately diluted to adjust NaCl to 150 mM in a final volume of 50 *μ*l, vortexed and incubated for 10 min at room temperature; subsequently, the polymer solution was added to the DNA, vortexed-mixed, incubated for 10 min at room temperature followed by the addition of 900 *μ*l of serum-free DMEM. The supplemented DMEM was removed from the culture dishes and the transfection mixture was added. After 3 hours incubation, transfection mix was removed and fresh supplemented DMEM was added. Forty-eight hours after transfection, cells were trypsinized (0.25% trypsin-EDTA) and subjected to FACS.

### Plasmid construct

The minimal *Trh *promoter (-776/+84 bp) conferring tissue-specific expression [16] was excised with EcoR1 and BamH1/EcoRV digestion from the pNASS-rTRH-Luc expression vector. The *Trh *promoter fragment sticky ends were filled with Klenow DNA polymerase and subsequently sub-cloned into the SacI/BamH1 sites present on the pACT2 vector. Finally, the *Trh *promoter fragment was cloned into the SacI/BamHI sites in the phrGFP promoterless expression vector (Stratagene) and sequenced using primers corresponding to the *Trh *promoter 3' region (5'-ATG CAT AGA TCT TCT AGA TA-3') and to the phrGFP 5'region (3'-TGC AGG CCG GTG TTC TTC AGG A-5'); the resulting plasmid was named phrTRH-GFP.

### Fluorescence-activated cell sorting

For preparative cell sorting, 5 × 10^6 ^hypothalamic cells plated on 60-mm dishes were transfected as described above. After 48 h, cells were trypsinized, washed, resuspended in PBS/1% FBS (10^7 ^cells/ml) and filtered through a 40 *μ*m nylon mesh (BD Bioscience, San Jose, USA). Cells were purified from a pool of five 60-mm dishes using the FACS Vantage (Becton Dickinson, San Jose, CA) and the exclusion method at high speed (60 *μ*l/min). Cells were sorted using the settings previously described [17] and analyzed by analytical flow cytometry as described below. In general, 20,000 GFP+ cells were purified from 5 × 10^6 ^cells.

The percentage of GFP+ cells before and after purification by preparative cell sorting was determined by analytical flow cytometry using the FACS Vantage. All data acquisition and analyses were performed using the Cell Quest software (Becton Dickinson). To estimate the number of GFP+ cells, a FL1 histogram was generated (FL1, 530/30 nm short pass filter, detects green signal) and positive cells were defined as those cells in the region M1. The percentage of cells in M1 from the empty vector (mock)-transfected cells was subtracted from the percentage of plasmid-transfected cells in M1. Cell viability was determined using propidium iodide (PI) (Sigma) as reported [47]. PI fluorescence was detected with the FL2 emission channel (585/42 nm band pass filter). The percentage of dead cells was determined as the percentage of PI+ cells in a FL1 versus FL2 plot after subtracting the percentage of PI+ cells from the mock-transfected cells.

### DNA microarray analysis

The microarray analysis was performed as described in the Affymetrix expression analysis technical manual http://www.affymetrix.com. Total RNA (10 *μ*g) was extracted from three different cell populations: i) sorted TRH-GFP+ cells (GFP+); ii) TRH-GFP+ and GFP- mixed cells (GFP+/-) passed through the FACS but not sorted, and iii) non-transfected cells (NT). To obtain a sufficient amount of RNA for each cell population, the number of independent experiments pooled for the GFP+ sample was higher than for the other samples. Therefore, a pool of six independent experiments was used to prepare total RNA from the GFP+ and three independent experiments for GFP+/- or NT cells.

The microarray target was synthesized from total RNA. RNA was reverse-transcribed into double-stranded cDNA with a T7 promoter-containing primer using SuperScript II reverse transcriptase, RNase H, and DNA polymerase (Invitrogen). After precipitation with 5M NH_4_OAc and ethanol, the cDNA was used as a template in a biotin-labeled *in vitro *transcription reaction (Enzo BioArray, Affymetrix). Resulting target cRNA was collected on RNAeasy columns (QIAGEN, Valencia, CA) and then fragmented for hybridization on the microarrays.

The rat U34A microarray from Affymetrix was used. It contains probes for approximately 7699 well-annotated genes and around 1130 expressed sequence tags (ESTs) from *Rattus norvegicus*. Probes consist of 16 pairs of 25-mer oligonucleotides for each gene. One member of each pair contains a single base point mutation, and the signals of the pairs are compared to assess specificity of hybridization. Biotinylated target cRNA (15 *μ*g) was hybridized to the array and then processed using the Affymetrix GeneChip Fluidics Workstation 400. After binding with phycoerythrin-coupled avidin, microarrays were scanned on a Hewlett-Packard Gene Array Scanner (Hewlett-Packard Co., Palo Alto, CA). Data were deposited in the NCBI Gene Expression Omnibus repository http://www.ncbi.nlm.nih.gov/geo/ with the accession number GSE28441.

Results were analyzed using Affymetrix MAS 5.0 software. Individual microarrays were scaled to produce a mean signal intensity of 125. Iterative comparisons of different microarray datasets were done with MAS 5.0 comparison analysis as previously described with modifications [48]. To determine the expression difference between the GFP+ and GFP+/- cell populations, an additional approach was adopted. This involved grouping the two replicates of the control (i.e, GFP+/-) and the sorted sample (i.e, GFP+). Briefly, signal intensities of the two replicates of control and sorted datasets were averaged to represent the expression level of a transcript in the respective control and sorted populations. These averaged intensities were then used to calculate the fold enrichment in expression in sorted sample over control for each transcript. To identify transcripts that are enriched in one sample but underrepresented in the other, a threshold of more than 2 fold increase or decrease in expression was considered significant.

### RT-PCR

RNA was extracted as previously described [18]. Reverse transcription (RT) was performed with 1 μg of RNA using the M-MLV reverse transcriptase (Invitrogen) in the presence of oligo-dT_15 _primer. PCR was carried out in a total reaction volume of 50 μl. Primers (Additional file 1, Table S5) were designed using the PRIMER 3 software [49]. In general, PCRs were performed using 25 pmol of each of the specific forward and reverse primers, 1 μl of dNTP mix (20 mM each; Boehringer) and 1/5 of the RT reaction product.

Transcripts amplified by PCR included: *Krüppel-like factor 4*, *collagen type III alpha 1 *(Gene ID 84032), *up-regulated by 1,25 dihydroxyvitamin D-3 *(Gene ID 117514), *neurofilament heavy chain *[50], *green fluorescent protein *[51], *Trh*, *glyceraldehyde 3-phosphate dehydrogenase (g3pdh) *[18], *Tau *[52] and the *glial fibrillary acidic protein *[53]. Amplification was performed for 30 cycles except for *g3pdh *(24 cycles). PCR cycling conditions consisted of one cycle of melt temperature of 94°C for 1 min, a primer annealing step at 60°C or 64°C (*Klf4*) for 1 min, a polymerization step at 72°C for 1 min and a final extension at 72°C for 10 min. PCR products were electrophoresed in 2% agarose gel and bands stained with ethidium bromide.

## Authors' contributions

MG-C carried out primary cultures and transfection experiments, FACS, prepared the RNA for pooling and validation by RT-PCR, CP-M assisted with the data analysis and participated in writing the manuscript, SCJ performed the majority of the data analysis, SC-R assisted with the data analysis, RMG-R assisted with some data analysis and PJ-B participated in the design of the study, LP-M and J-LC conceived the study, participated in the design and coordination of the study and wrote the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

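RNA of GFP+, GFP+/- and NT cells, from primary cultures of the hypothalamus of rat embryos at day 17, had been hybridized to rat U34A arrays, with 2 arrays for GFP+, 2 for GFP+/- and 1 for NT cells. The GFP+ RNA came from a pool of 6 experiments and the other RNAs from pools of 3. The authors summarised each probe set as a MAS 5.0 signal, a linear intensity, and scaled each array by one factor. The deposited signals had a mean of 501 on each array after 2% was trimmed from either end. Every column was mapped to a population. Detection calls and detection p-values were not used here. The arrays carry no read depth, so the number of arrays limits the precision.

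Of 8799 probe sets, 59 controls were left out, which left 8740. The platform annotation gave 1 gene for 7006 probe sets, several for 308 and none for 1426. Of those with 1 gene, the symbols of 6985 were found among the RefSeq gene names of assembly GRCr8, used for names only. They stand for 4736 genes, each read from its probe set with the highest mean signal over the 5 arrays. No filter was applied, and signals under 1 were set to 1 before log2.

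The ratio of averaged signals, the paper's own measure, was taken for counts at 2-fold and 1.5-fold. Differences between populations were tested in R 4.3.3 with limma 3.58.1, in one fit of all 5 arrays with one mean per population, no covariate and an intensity trend in the prior variance. P-values were adjusted by Benjamini-Hochberg over the 8740 probe sets, with 0.05 as the threshold. The NT array adds no residual degree of freedom and was assumed to vary like the others. The 31 gene lists were written before the data were examined and were tested with camera at a preset correlation of 0.0100 and at an estimated one, adjusted over the lists. Tables and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

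The steps were tested on simulated data. For GFP+ against GFP+/- cells, limma recovered 24% of probe sets changed by 1 log2 unit and 61% of those changed by 2, and among the brightest 41% it recovered 75% and 100%. For GFP+ against NT cells, these shares were 11% and 50%, and 40% and 93%. The shares describe the simulated data and may not hold for the real arrays. There, with limma over all probe sets, *Nefh* and *Mdm2* did not pass in GFP+ against GFP+/- cells. Their log2 differences were 4.00 (adjusted p = 0.121) and 3.10 (adjusted p = 0.0829). Probe sets without a change made up 11.5% of the calls for GFP+ against GFP+/- cells (11 calls) and 12.9% for GFP+ against NT cells (9 calls), above the 5% that the threshold aims at, and 6.91% and 5% among the brightest 41%. A list moved by 1 log2 unit was called by camera with the preset correlation and missed with the estimated one (adjusted p = 0.135).

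The genes named in the text were chosen by a rule set before the data were examined. The rule takes every gene that the paper names for the arrays or the RT-PCR. For each comparison it adds up to 8 higher and 8 lower genes with the largest ratios among those past the adjusted threshold, separated between all arrays and among the brightest 41%, filled up with genes that did not pass. It also adds up to 4 members of each list described. The values of the paper's tables had been seen when the rule was set. Of Table 1, 20 of 30 entries could be matched by symbol or accession, and of Table 2 49 of 50. Where several probe sets fitted a matched entry, the brightest was used. The others have no probe set under that name or, in Table 1, several under an accession that were not chosen between.

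The alternatives tried were quantile normalization, scaling to equal medians, 16 added to each signal, only the brightest 41% of probe sets, a prior without a trend, only the GFP+ and GFP+/- arrays, a block for the replicate number of the labels, each GFP+ and GFP+/- array left out in turn, and for lists the mean of a gene's probe sets. For the shared bright transcripts, other rank limits and sets of arrays were tried. The RT-PCR experiments have no array and were left out.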

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

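The lists and the test were set before the data were examined, but which lists count as outside the paper's discussion was decided after the results were seen.

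Genes of the interferon response and antigen presentation were higher in both transfected populations than in the NT cells, although the paper does not discuss them. The list of 16 genes had a median log2 change of 1.98 in GFP+ and 1.18 in GFP+/- cells against NT cells. In GFP+ cells, 6 passed over all probe sets and 14 when adjusted over the list alone, and in GFP+/- cells 6 and 8. *Irf1*, which encodes an interferon regulatory factor, was higher by 2.32 (SE 0.22, adjusted p = 0.0104) in GFP+ and by 1.81 (SE 0.22, adjusted p = 0.0149) in GFP+/- cells. Camera gave an adjusted p of 8.54e-07 and 9.77e-06 with the preset correlation, but adjusted p = 0.851 and 0.707 with an estimated correlation.

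The list of proinflammatory cytokines and NF-kappaB targets, which the paper does not discuss either, was placed above other genes by camera (adjusted p = 0.0296 in GFP+ and 0.00503 in GFP+/- against NT cells), but not with an estimated correlation (adjusted p = 0.851 and 0.707). These 15 genes had a median log2 change of 0.70 in GFP+ and 0.48 in GFP+/- cells against NT cells. In GFP+ cells, 4 were higher over all probe sets and 4 when adjusted over the list alone, and in GFP+/- cells 3 and 6. *Nfkbia*, the inhibitor of NF-kappaB, was higher by 2.58 (SE 0.22, adjusted p = 0.00808) in GFP+ and by 1.94 (SE 0.22, adjusted p = 0.0136) in GFP+/- cells.

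The 41 cytosolic ribosomal proteins had a median log2 change of 0.65 in GFP+ and 0.73 in GFP+/- cells against NT cells (camera, adjusted p = 3.51e-04 and 3.55e-06, but adjusted p = 0.851 and 0.707 with an estimated correlation). In GFP+ cells, 4 were higher over all probe sets, and 8 were higher and 1 lower when adjusted over the list alone. In GFP+/- cells, 9 and 15 were higher. Among them was *Rps10*, higher by 1.04 (SE 0.22, adjusted p = 0.0465) in GFP+ and by 1.36 (SE 0.22, adjusted p = 0.0247) in GFP+/- cells.

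These calls rest on 1 NT array. Without any 1 GFP+ or GFP+/- array, 1 residual degree of freedom was left instead of 2. *Irf1*, *Nfkbia* and *Rps10* then lost their calls in GFP+ cells, with differences of 2.18 to 2.46, 2.48 to 2.68 and 0.95 to 1.13. In GFP+/- cells *Irf1* and *Nfkbia* kept theirs in some of these fits and *Rps10* in none. The differences there were 1.77 to 1.84, 1.85 to 2.04 and 1.34 to 1.37. NT cells differ from the others in transfection and in passage through the sorter at once, and no array has one without the other. The RNA differed too. The 3' to 5' ratio of the *Gapdh* control was 14.6 and 17.6 in GFP+, 12.7 and 14.2 in GFP+/- and 5.45 in NT cells.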

How the results depend on the processing

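Of the alternatives chosen after seeing the data, one reads the Table 1 values in another unit or on another probe set and concerns only the comparison with the paper's values. The other exchanged which of the paper's counts goes to which array of a population. It gave 1370 probe sets bright in all 3 populations, 53 in GFP+ cells only and 75 in GFP+/- cells only, against 1375, 55 and 78. No call reversed under any alternative, although the means of 2 lists that lost their call crossed 0 (ribosomal proteins with quantile normalization, cell cycle without the first GFP+ array).

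Limited to the brightest 41% of probe sets, 144 instead of 0 passed the adjusted threshold in GFP+ against GFP+/- cells, and 1133 instead of 738 in GFP+ against NT cells. Of the Table 1 entries 14 instead of 0 then passed, and of Table 2 13 instead of 0 against GFP+/- cells. This setting tests fewer probe sets and drops the dim ones, which varied most between arrays. Of the 55 genes named for GFP+ against GFP+/- cells, 53 lie in the brightest 41% and 33 of them passed there. The other 2, *Trh* and *Chrna7*, gave no value. The counts at 2-fold were 105 higher and 75 lower, against 777 and 365, and probe sets over 2-fold apart between arrays were 117 for GFP+ and 37 for GFP+/-.

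With 16 added to each signal, which shrinks ratios of dim probe sets, 333 were 2-fold higher, 153 2-fold lower and 516 instead of 820 were 1.5-fold higher than in both other populations. At 2-fold over both, 354 were. With the adjusted p required as well, 0 were 2-fold higher and 0 2-fold lower, with limma's 800 and 415 at an unadjusted p under 0.05. Without the intensity trend, 2 probe sets passed in GFP+ against NT and 2 in GFP+/- against NT cells, and 0 instead of 23 Table 2 entries against NT cells, where limma's prior then has 2.23 instead of 3.70 degrees of freedom. The cause was not tested.

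With the replicate block, 2 probe sets passed in GFP+ against GFP+/- cells, *Mdm2* and *Actg2*, of which *Mdm2* is 1 entry of Table 1 and 1 of Table 2. The deviations of equally numbered arrays correlated across probe sets by 0.063, and by 0.197 among the brightest 41%, and genes are not independent replicates. The numbers pair nothing that the paper describes, and the block was kept as an alternative only.

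With 1 GFP+ or GFP+/- array left out, the lone array of its population was assumed to vary like the others, and 1 residual degree of freedom was left instead of 2. In each case 1 probe set then passed in GFP+ against NT cells, and 1 to 333 passed in GFP+/- against NT cells (main 807), where the low values came without either GFP+/- array. Of the Table 2 entries, 0 then passed against NT cells. Probe sets 2-fold lower in GFP+ cells ran from 367 to 751, with the highest number without the second GFP+ array. Called lists in GFP+ against GFP+/- cells ran from 5 to 9 (main 8), lowest without the first GFP+ array. The mean log2 difference ran from -0.45 to 0.0093 for cell cycle genes (call lost without the first GFP+ or the first GFP+/- array), from -0.14 to -0.023 for ribosomal proteins (lost without the second GFP+ or the first GFP+/- array), from 0.41 to 0.44 for endoplasmic reticulum stress (lost whichever array was left out) and from -0.90 to -0.31 for endothelial and mural markers (lost without the first GFP+ array). The cause was not tested.

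For lists, an estimated correlation left 0 of 8 calls in GFP+ against GFP+/-, 0 of 6 in GFP+ against NT and 0 of 7 in GFP+/- against NT cells. The means do not change with it: -1.02 for matrix, -0.60 for endothelial and mural, -0.23 for oxidative phosphorylation, -0.22 for cell cycle, -0.083 for ribosomal, 0.43 for endoplasmic reticulum stress, 0.63 for immediate early and 0.66 for neuronal genes. In simulated data the estimated correlation missed a list that had been moved. Calls were also lost where the estimated correlation was negative, and so below the preset one. It was -0.019 for endoplasmic reticulum stress and -0.057 for proinflammatory genes. For the other called lists it lay above the preset one, from 0.048 for oxidative phosphorylation to 0.58 for cell cycle genes. A call lost with the estimated correlation thus does not by itself show that the genes of a list vary together. Quantile normalization ended the calls of cell cycle (-0.29) and ribosomal genes (0.0024), as did the brightest 41% (-0.17 and -0.083). Equal medians (0.27), the offset (0.41) and the mean of a gene's probe sets (0.25) ended that of endoplasmic reticulum stress. The cause was not tested. The matrix, immediate early, neuronal and oxidative phosphorylation calls in GFP+ against GFP+/- cells were kept under every other alternative. In GFP+ against NT cells, the heat shock call (mean 0.69) was lost with quantile normalization (0.59), the brightest 41% (0.58), without the second GFP+ array (0.55) and with the mean of a gene's probe sets (0.49), and that of endoplasmic reticulum stress (1.07) with the brightest 41% (0.77) and that mean (0.53). In GFP+/- against NT cells, the immediate early call (0.51) was lost without the second GFP+/- array (0.44) and with that mean (0.25). The cause was not tested.

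Probe sets bright in GFP+ cells only rose to 84 when either array sufficed and to 118 with the first GFP+ and the second GFP+/- array alone. Those of GFP+/- only rose from 78 to 146 with the second GFP+ and the first GFP+/- array alone. With 1 array each, these sets follow that array's own count in the paper.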

Differences from the paper's values

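The log2 ratio of averaged signals was set against Table 1 for the 20 matched entries, and most alternatives were set before the data were examined. The other probe sets, the linear ratios and the exchanged counts were chosen only after the results were seen. Of these entries, 5 lay within the spread between arrays as deposited, 8 with quantile normalization, 11 with equal medians and 7 with the offset. As deposited, 12 lay within 0.3 log2 units of the paper's value, 9 of them above it. By 0.3 or more, 7 lay below it and 1 above it. Read as linear ratios, 0 did. On any probe set of the gene, 7 lay within that probe set's spread as log2 and 4 as linear ratios, of the latter 1 (*Fos*) on a probe set of the brightest 41%.

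For 8 entries no alternative set before came within that spread. *Nefh* was 3.96, against the paper's 7.04. *Mdm2* was 3.11, against the paper's 3.87, *Sstr2* 0.48 against the paper's 2.8 and *Scn2a1* 0.038 against the paper's 2.06. *Fos* was 1.27 on its brightest probe set, against the paper's 2.99, and another bright probe set gave 1.58, a linear ratio of 2.99, so a change of unit and probe set closes this gap. *Klf10* was 1.55, against the paper's 1.78, and its 2 dim probe sets came within the spread as linear ratios (1.81 for one). *Txnip* was 2.73, against the paper's 1.32, and its second, dim probe set gave 1.21. *Arl6ip4* was 0.15 on its brightest probe set, against the paper's 1.03, and its other probe set gave 1.19.

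Other entries came within the spread under some alternatives. *Fst* was 1.61, against the paper's 1.37, and came within it with equal medians (1.45), as did another of its probe sets (1.10), and under no other alternative. *Klf4* was 2.19, against the paper's 2.6, and came within it without the second GFP+ array (2.37) or the first GFP+/- array (2.53) and under no other. *Atg16l1* was 1.26, against the paper's 1.08, and came within it with equal medians (1.11) or without the first GFP+ array (1.17) and under no other. *Hspa5* was 1.30, against the paper's 1.10, and came within it with equal medians (1.14), without the second GFP+ array (1.13) or without the second GFP+/- array (1.25), as did another of its probe sets (0.95), and under no other alternative. *Mat2a* was 1.31, against the paper's 1.12, and came within it with quantile normalization (1.10), equal medians (1.16), the offset (1.08), without the first GFP+ array (1.29) or without the first GFP+/- array (1.14) and under no other. *Myd116* (*Ppp1r15a*) was 1.68, against the paper's 1.44, and came within it with quantile normalization (1.53), equal medians (1.52), the offset (1.57), without the second GFP+ array (1.53) or without the first GFP+/- array (1.54), as did the linear ratio of a dim probe set (1.00), which varied widely between arrays, and under no other alternative. The transcript M13101 was 1.52, against the paper's 1.29, and came within it with quantile normalization (1.41), equal medians (1.36) or without the first GFP+/- array (1.38) and under no other.

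The trimmed mean signal was 501, against the paper's 125 after scaling. A factor common to all arrays would leave ratios as they are. Whether the paper's ratios came from populations scaled in another way was not tested. More than 2-fold higher in GFP+ than in GFP+/- cells were 777 probe sets, against the paper's 30 transcripts, and no alternative came within 1.5 times of it. The title of Table 1 also gives a P value under 0.05, for which the text beside Table 1 names no test. The paper uses the same cutoff for the detection P value of a transcript and names a MAS 5.0 comparison analysis. Neither was used here, so whether either reduced the count was not tested. Bright in GFP+/- cells only were 78 probe sets by signal rank, against the paper's 51 by a detection p-value. With 1 array for each population, the second GFP+/- array and either GFP+ array gave 61 (first GFP+) and 76 (second GFP+), within 1.5 times of the paper's, as were the 75 with the paper's counts exchanged between arrays, and no other alternative was.

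The paper gives *Rpl27* and *Stk38* as found in GFP+ cells only. Here *Rpl27* was among the bright transcripts of every population and its log2 ratio over GFP+/- cells was -0.39, and that of *Stk38* was -0.11. Of the 49 matched entries of Table 2, 39 were higher and 2 lower on every GFP+ than on every GFP+/- array. Table 2 was chosen on these arrays, so this is no independent test.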

Other observations

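The tests of array noise, of the interferon, histone and cell cycle genes' differences, of the plasmid, of the scaling and of RNA quality were chosen only after the results were seen.

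Transfected cells that passed the sorter without selection differed widely from NT cells. The paper sets these populations side by side in its counts of present, shared and unique transcripts. With limma, 367 probe sets were higher and 440 lower in GFP+/- than in NT cells, but 1 passed without the first and 1 without the second GFP+/- array. The haemoglobin transcript *Hbb* was higher by 4.77 (SE 0.28), the chemokine *Ccl2* by 4.52 (SE 0.42) and the protease *Mmp9* by 4.26 (SE 0.58). Another bright *Ccl2* probe set had a log2 ratio of 2.09 (adjusted p = 0.0284). *Lcn2* and the class I antigen transcript *RT1-S3* were higher too, but their NT signals of 14.0 and 18.8 lay below that array's lower quartile of 27.9, so the size is uncertain: 8.06 and 5.91 as scaled, and 6.96 and 5.04 with 16 added to each signal. The growth factor *Igf1* (-4.46, SE 0.62), the cannabinoid receptor *Cnr1* (-3.21, SE 0.40) and *Gria2* (-3.11, SE 0.32) were lower. A dim *Gria2* probe set had a log2 ratio of -0.25 (adjusted p = 0.780). Neuronal genes were lower too, among them *Nefm* (-2.22, SE 0.26), *Nefl* (-2.17, SE 0.30) and *Map2* (-1.70, SE 0.28). Some other bright probe sets went the other way, with log2 ratios of 2.86 for *Map2* (adjusted p = 0.0130) and 1.79 for *Mapt* (adjusted p = 0.0242). Another bright *Mapt* probe set was lower (-1.35, adjusted p = 0.0391). Of the 21 listed, 8 were lower over all probe sets and 11 when adjusted over the list alone, with a median of -0.95 (camera, adjusted p = 0.00109, but adjusted p = 0.707 with an estimated correlation). The unsorted cells against which GFP+ cells were set thus had less signal of most of these genes than NT cells, on the brightest probe sets. The RNA differed as well, and its part in this was not tested. The 3' to 5' ratio of the *Gapdh* control was 12.7 and 14.2 in GFP+/- and 5.45 in NT cells. That of the actin control was 31.4 and 14.4 against 10.9. Of the genes named here by their brightest probe set, *Lcn2* alone passed in both of these reduced fits.

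The lists of the extracellular matrix (median 0.75, camera, adjusted p = 0.00824), of oxidative phosphorylation (0.46, adjusted p = 0.00252) and of immediate early genes (0.29, adjusted p = 0.0434) were higher in GFP+/- than in NT cells. In GFP+ against GFP+/- cells, oxidative phosphorylation was lower (-0.21, adjusted p = 2.26e-07), as were ribosomal proteins (-0.14, adjusted p = 0.0265), whose mean went to 0.0024 with quantile normalization. Of the 54 and 41 genes of these lists, 0 passed, over all probe sets or over the list alone. In GFP+ against NT cells, the endoplasmic reticulum stress (0.56, adjusted p = 0.00967) and heat shock lists (0.69, adjusted p = 0.0353) were higher. None of these calls was kept with an estimated correlation. The immediate early call in GFP+/- cells and the endoplasmic reticulum stress and heat shock calls were lost under other alternatives too. The NT array also differed in its 3' to 5' ratios, as given above, and their part in the changes against NT cells was not tested.

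Gene lists differed between the 2 GFP+ arrays. The matrix genes had a median log2 difference of -0.57 between the first and the second, at percentile 0 of 10000 lists matched on signal, which argues against independent array noise (between the GFP+/- arrays it was 0.015). More unsorted cells behind the second array may explain it: at the share of 0.250 that these genes need, the 105 probe sets that were 2-fold higher in GFP+ cells and among the brightest 41% were predicted to differ by 0.25, and they differed by 0.33 (SE 0.0800). The share and these probe sets were taken from the same arrays, so this is no independent check. On a second pass through the sorter, the paper found fewer cells without GFP than such a share. It gives no purity for either array. The interferon genes, 0.49 higher in the first array, differed by 0.38 (SE 0.190) more than that share predicts over all 16. At the quartiles of the share this excess was 0.39 (SE 0.195) and 0.38 (SE 0.166), too close to 2 SE to decide, so the same explanation stays open for them. The 9 histones differed by 1.10 (percentile 100), which is 0.87 (SE 0.451) more than the share predicts, and at its quartiles 0.90 (SE 0.454) and 0.73 (SE 0.439), which leaves it open too. The cell cycle genes, of which 16 of 17 were lower in the first array, differed by -0.41 (percentile 0.0500). That is -0.31 (SE 0.0862) beyond the prediction, and at the quartiles -0.30 (SE 0.0890) and -0.25 (SE 0.0796). These SEs take the genes of a list as independent. The estimated correlation of the cell cycle list was 0.58, so its SEs alone do not decide. That correlation was estimated on these same arrays. Against GFP+/- cells the mean of the list was 0.0093 without the first GFP+ array and -0.45 without the second. The second array thus lay at the level of the GFP+/- cells, further than a share of 0.250 would bring it. These values argue against such a share as the only explanation for the cell cycle genes. Outside percentiles 1 to 99 were 7 of 31 lists in all, also those of endothelial and mural markers (-0.59), splicing factors (-0.28) and neuronal genes (0.29). Between the GFP+/- arrays 1 list was, again that of splicing factors and with the same sign (-0.32). The paper describes aliquots of one RNA pool, from which the 2 arrays could not differ in cells, and the labels name biological replicates. No biological explanation was tested, since both arrays have one condition.

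Immediate early genes were, as a list, higher in GFP+ than in GFP+/- cells (median 0.48 over 25 genes, camera, adjusted p = 3.81e-04, but adjusted p = 0.621 with an estimated correlation). Both populations had passed the sorter, so passage alone cannot separate them. What the selection of GFP+ cells did to them was not tested. A response to the plasmid was tested on interferon genes, which foreign DNA can induce: their median against GFP+/- cells lay at percentile 99.98 of matched lists in the first GFP+ array and 65.2 in the second. This explanation stays open because the arrays of GFP+ cells differ and because no array holds sorted cells without plasmid. The activity of TRH neurons themselves, for which the cells were sorted, also stays open and was not tested.

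Probe sets of LINE and other repeats were looked at because several Table 1 entries are such, so they are not independent of it, and they are not one of the gene lists tested with camera. Of 20, 19 were higher on every GFP+ than on every GFP+/- array (median 1.12), but 0 passed with limma and 18 had an unadjusted p under 0.05. In GFP+/- against NT cells, 11 passed (median 1.28). This comparison rests on 1 NT array, and most of its calls over all probe sets were lost when either GFP+/- array was left out. With quantile normalization the difference of GFP+ from GFP+/- cells was 1.04, which argues against the scaling of the arrays. RNA or cDNA quality stays open: of 2 housekeeping controls, 1 had its 3' to 5' ratio in the order NT, GFP+/-, GFP+, and the actin control ran from 14.4 to 31.4 between the GFP+/- arrays alone. Genomic DNA in the RNA stays open as well: the 2185 dimmest probe sets had a median difference of 0 in GFP+ over NT cells, neither the rise it would bring nor a fall, and of 0.20 in GFP+ over GFP+/- cells, where the median of all probe sets was 0.13. A biological difference between the sorted and unsorted cells was not tested for these repeats.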
